# Long-Term Liver Expression of an Apolipoprotein A-I Mimetic Peptide Attenuates Interferon-Alpha-Induced Inflammation and Promotes Antiviral Activity

**DOI:** 10.3389/fimmu.2020.620283

**Published:** 2021-02-23

**Authors:** Myriam Fernandez-Sendin, Claudia Augusta Di Trani, Angela Bella, Marcos Vasquez, Nuria Ardaiz, Celia Gomar, Leire Arrizabalaga, Sergio Ciordia, Fernando J. Corrales, Fernando Aranda, Pedro Berraondo

**Keywords:** liver, antiviral, apolipoprotein A-I mimetic peptide, type I Interferon, adeno-associated virus

## Abstract

Apolipoprotein A-I mimetic peptides are amphipathic alpha-helix peptides that display similar functions to apolipoprotein A-I. Preclinical and clinical studies have demonstrated the safety and efficacy of apolipoprotein A-I mimetic peptides in multiple indications associated with inflammatory processes. In this study, we evaluated the effect of the long-term expression of L37pA in the liver by an adeno-associated virus (AAV-L37pA) on the expression of an adeno-associated virus encoding interferon-alpha (AAV-IFNα). Long-term IFNα expression in the liver leads to lethal hematological toxicity one month after AAV administration. Concomitant administration of AAV-L37pA prevented the lethal toxicity since the IFNα expression was reduced one month after AAV administration. To identify the mechanism of action of L37pA, a genomic and proteomic analysis was performed 15 days after AAV administration when a similar level of IFNα and interferon-stimulated genes were observed in mice treated with AAV-IFNα alone and in mice treated with AAV-IFNα and AAV-L37pA. The coexpression of the apolipoprotein A-I mimetic peptide L37pA with IFNα modulated the gene expression program of IFNα, inducing a significant reduction in inflammatory pathways affecting pathogen-associated molecular patterns receptor, dendritic cells, NK cells and Th1 immune response. The proteomic analysis confirmed the impact of the L37pA activity on several inflammatory pathways and indicated an activation of LXR/RXR and PPPARα/γ nuclear receptors. Thus, long-term expression of L37pA induces an anti-inflammatory effect in the liver that allows silencing of IFNα expression mediated by an adeno-associated virus.

## Introduction

Apolipoprotein A-I (apoA-I) is the main protein of the high-density lipoproteins. The structure of apoA-I favors binding to phospholipids and cholesteryl esters. ApoA-I is composed of an N-terminal globular domain followed by a tandem array of amphipathic helices (1). ApoA-I formulations have remarkable preclinical activity in models of atherosclerosis and other inflammatory processes, and its efficacy has been evaluated in clinical trials (2). To improve the therapeutic profile of apoAI, apoA-I mimetic peptides have been developed based on this protein’s amphipathic nature. ApoA-I mimetic peptides are synthetic amphipathic peptides that preserve the anti-atherogenic and anti-inflammatory properties of apoA-I. These mimetic peptides bind to oxidized phospholipids with much higher affinity than to non-oxidized lipids (3). Stabilized peptides using D-aminoacids have led to potent drugs evaluated in preclinical models of atherosclerosis (4), diabetes (5), scleroderma (6), arthritis (7), and metabolic syndrome (8), Alzheimer’s disease (9), pulmonary hypertension (10), myocardial infarction (11), inflammatory bowel disease (12) and asthma (13). This intense preclinical research has led to the design of several clinical trials to evaluate the safety and efficacy of the clinical use of apoA-I mimetic peptides. Among the different apoA-I mimetic peptides, we have focused our attention on L37pA. This is an apoA-I mimetic peptide of 18 amino acids with a central proline that divides the peptide structure into two amphipathic helices (14). This peptide can promote the efflux of cholesterol and phospholipids from cells *in vitro*. In vivo, L37pA peptides have been shown to attenuate inflammation in models of cardiac ischemia/reperfusion injury (1) and sepsis (15).

The *in vivo* evaluation of these peptides requires frequent intravenous administrations to achieve therapeutic plasma levels. To improve stability, D-aminoacids have been introduced into the chemical structure of the peptides rendering them resistant to the proteases present in plasma. As a result of the increased stability, the half-life in circulation is extended. An alternative approach to overcome the pharmacokinetic limitations of peptides is the use of gene therapy vectors. Among these, adeno-associated (AAV) vectors are being widely used in preclinical research and clinical trials due to their unique properties as gene therapy vectors. AAV are non-pathogenic viruses that can be engineered for long-term expression of the transgene of interest. Most of the viral genome is deleted and substituted by an expression cassette of the same size as the deleted viral genome. The expression cassette must contain at least a promoter, the coding sequence of the gene of interest, and a poly-A sequence. This expression cassette must be flanked by the viral inverse terminal repeats. This recombinant viral genome can be packaged into the AAV capsids by cotransfection in HEK293T cells of a plasmid containing the expression cassette and a packaging plasmid that encodes all AAV proteins and proteins of a helper virus required for the recombinant AAV production (16). The clinical relevance of the AAV vectors is illustrated by the FDA-approval of two AAV-based gene therapies: vortigern neparvovec (AAV2-hRPE65v2) for the treatment of patients with RPE65-mediated inherited retinal dystrophy (17, 18) and onasemnogene abeparvovec for spinal muscular atrophy (19). The clinical data that led to the approval of these advanced medical products support the feasibility and safety of gene therapy in humans. However, the fact that 150 clinical trials using adeno-associated are listed in ClinicalTrials.gov is an indication of the numerous hurdles that the AAV drug candidate must face before gaining FDA approval. One of the hurdles that merits more detailed attention is the persistence of AAV expression. Preclinical data in mouse models point to a long-lasting expression for all the animal’s life (20). Reports from clinical trials in humans have shown therapeutic levels of the transgene for up to 10 years in some patients (21), but other clinical trials have revealed silencing in humans (22). This silencing of AAV expression has also been reported in large animal models such as in woodchuck infected with the woodchuck hepatitis virus (23). The immune response against viral capsids has been proposed as the primary mechanism of silencing operating in humans (22, 24). However, AAV silencing remains poorly understood due to the lack of animal models that reproduce this phenomenon. We have previously shown that the simultaneous expression of interferon-alpha (IFNα) and the apoA-I mimetic peptide lead to partial elimination of AAV expression (25). Here, we confirm this finding and performed a genomic and proteomic analysis of the mechanism that mediates AAV silencing.

## Material and Methods

### Production of Recombinant Adeno-Associated Virus Vectors

Experiments were performed with AAV serotype 8 expressing mouse IFNα1 or L37pA under the transcriptional control of the elongation factor 1α promoter (EF). AAV vectors were produced by co-transfection of pDP8.ape (PlasmidFactory GmbH & Co. KG, Bielefeld Germany) and pAAV encoding IFNα or L37pA into HEK-293T cells. For each production, a mix of 20 µg of pAAV, 55 µg of pDP8.ape, and linear PEI MAX 25 kDa (Polysciences, Warrington, PA) was transfected into HEK-293T cells. Two days later, AAV were isolated from the cell lysates by ultracentrifugation in Optiprep Density Gradient Medium (Sigma-Aldrich, St Louis MO). To titer the AAV productions, viral DNA was isolated using The High Pure Viral Nucleic Acid kit (Roche Applied Science. Mannheim, Germany). The concentration of viral particles was subsequently determined by real-time quantitative PCR using primers specific to the EF promoter: Fw: 5’-GGTGAGTCACCCACACAAAGG-3’ and Rv: 5’-CGTGGAGTCACATGAAGCGA-3´.

### Animal Handling

Experiments were performed with 6–8-week-old female C57BL/6 mice with bodyweights between 18–20 g purchased from Harlan Laboratories (Barcelona, Spain). Mice were maintained under pathogen-free conditions and were bred in a temperature-controlled animal facility with a 12 h light-dark cycle. The experimental design was approved by the Ethics Committee for Animal Testing of the University of Navarra. Recombinant AAV8 vectors were administered once *via* intravenous injection in a total volume of 200 µl. Previously, mice were anesthetized with an intraperitoneal injection of ketamine/xylazine mixture, which provides a 10 mg per kg of body weight dose of xylazine and a 100 mg per kg dose of ketamine (dilution 1:10).

### Determination of Interferon-Alpha by ELISA Analysis

IFNα levels were measured using a VeriKine™ Mouse Interferon Alpha ELISA Kit (PBL Assay Science, Piscataway, NJ) following the manufacturer’s recommendations.

### Hemogram

Blood samples were collected on days 30, 60, and 120 after AAV injection in tubes with 0.5% heparin (Mayne Pharma, Mulgrave, Australia) as the final concentration. Hemograms were analyzed using the Drew Scientific HemaVet Hematology Analyzer (CDC Technologies, Oxford, CT) following the manufacturer’s recommendations.

### RNA Isolation and Quantitative RT-PCR Analysis

Total RNA extraction from livers was performed using the Maxwell^®^ 16 Total RNA Purification Kit (Promega, Madison, Wisconsin, USA). The concentration and purity of samples were determined in a NanoDrop spectrophotometer with absorbance set at 260 and 280 nm (Thermo Scientific, Wilmington, USA). Three hundred ng of RNA were retrotranscribed to cDNA with Moloney murine leukemia virus (M-MLV) reverse transcriptase from Promega, according to the manufacturer’s instructions.

Real-time PCR was performed with iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) using specific primers for each gene. Interferon-stimulated gene 15 (ISG15) Fw: 5´- GATTGCCCAGAAGATTGGTG-3´ and Rv: 5´TCTGCGTCAGAAAGACCTCA-3´. Ubiquitin specific peptidase 18 (USP18) Fw: 5´- CCAAACCTTGACCATTCACC-3´ and Rv: 5´- ATGACCAAAGTCAGCCCATCC-3´, 2.5 oligo-adenylate synthetase (2.5 OAS) Fw: 5´- ACTGTCTGAAGCAGATTGCG-3´ and Rv: 5´- TGGAACTGTTGGAAGCAGTC-3´. Serine protease inhibitor A3G (serpina3g) Fw: 5´- CTTCCCAACGGCTGGAATCTA-3´and Rv: 5´- ACTGTCCAATCAGGCATAGCG-. 3´. C-C chemokine receptor type 2 (CCR2) Fw: 5´- atccacggcatactatcaacatc-3´ and Rv: 5´- CAAGGCTCACCATCATCGTAG-3´. C-X-C motif chemokine 10 (CXCL10) Fw: 5´- CCAAGTGCTGCCGTCATTTTC-3´ and Rv: 5´- GGCTCGCAGGGATGATTTCAA-3´. C-X-C motif chemokine ligand 9 (CXCL9) Fw: 5´- GGAGTTCGAGGAACCCTAGTG-3´ and Rv: 5´- GGGATTTGTAGTGGATCGTGC-3´. Ribosomal Protein, Large, P0 (RPLP0), Fw: 5’-AACATCTCCCCCTTCTCCTT-3’ and Rv: 5’-GAAGGCCTTGACCTTTTCAG-3’. As RPLP0 levels remained constant across different experimental conditions, this parameter was used to standardize gene expression. The amount of each transcript was expressed by the formula 2ΔCt [ct(RPLP0) – ct(gene)], ct being the point at which the fluorescence rises significantly above the background fluorescence.

### DNA Isolation and Quantitative PCR Analysis

Total DNA extraction from livers was performed using the QIAamp DNA Mini Kit (Qiagen, Hilden, Germany). The concentration and purity of samples were determined in a NanoDrop spectrophotometer with absorbance set at 260 and 280 nm (Thermo Scientific, Wilmington, USA). Real-time PCR was performed with iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) using specific primers for each gene. EF promotor Fw: 5´- GGTGAGTCACCCACACAAAGG-3´ and Rv: 5´- CGTGGAGTCACATGAAGCGA-3´. Ribosomal Protein Large, P0 (RPLP0), Fw: 5’-AACATCTCCCCCTTCTCCTT-3’ and Rv: 5’-GAAGGCCTTGACCTTTTCAG-3’. As RPLP0 levels remained constant across different experimental conditions, this parameter was used to standardize gene expression. The amount of each transcript was expressed by the formula 2ΔCt [ct(RPLP0) – ct(gene)], ct being the point at which the fluorescence rises significantly above the background fluorescence.

### Histological Analysis

One hundred twenty days after AAV inoculation, mice were euthanized, and their livers were isolated and fixed in 4% of paraformaldehyde for 24 h. Fixed samples were washed with PBS and stored in 70% ethanol at room temperature until processing. Cell infiltration was analyzed histochemically by H&E. Quantification was performed by selecting positive cells for CD3 and F4/80. Pixel intensity and density were quantified over a threshold color using MATLAB software. Optimal cutting temperature compound (Sakura, Torrance, CA)-embedded frozen livers were sectioned at 8 μm and stained with Fat Red (Sigma, St. Louis, MO) according to a standard protocol.

### Biochemical Analysis

One hundred twenty days after AAV inoculation, blood samples were collected, and plasma levels of aspartate aminotransferase (AST) were measured using an automatic biochemical analyzer (Cobas C711, Pamplona, Spain).

### Gene Microarray

RNA was isolated from livers using the Maxwell^®^ 16 Total RNA Purification Kit (Promega) and quantified in a NanoDrop spectrophotometer (Thermo Scientific). Microarray analysis was performed using the Affymetrix platform at Bioinformatics Unit in the CIC-IBMCC. Labeling and hybridizations were performed according to protocols from Affymetrix (Santa Clara, CA). Briefly, 100 ng of total RNA were amplified and labeled using the WT Plus reagent kit (Affymetrix) and then hybridized to Clariom S mouse Array (Affymetrix). Washing and scanning were performed using the GeneChip System of Affymetrix (GeneChip Hybridization Oven 645, GeneChip Fluidics Station 450, and GeneChip Scanner 7G). Both background correction and normalization were performed using the Robust Multi-array Average (RMA) algorithm. After quality assessment, a filtering process was performed to eliminate low expression probe sets. Applying the criterion of an expression value greater than five in at least two samples of one of the experimental conditions, 22,143 probe sets were selected for statistical analysis. 

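Liver RNA gives weak signals for the many genes that this tissue hardly expresses, and a filter on low values sets these aside before the test. On the log2 values of the 9 liver arrays, the filter of a value above 5 in at least 2 samples of 1 condition kept 14715 of 22142 probe sets. Between 13888 and 14273 probe sets of a single array lay above 5, and the lowest value of all arrays was 2.09. The 14715 probe sets were those tested in every comparison of the 3 groups, and a group mean under 5 is a signal that the filter treats as low.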

Linear Models for Microarray Data (LIMMA) was used to identify the probe sets that showed significant differential expression between each treatment and the untreated mice. Genes were selected as significant using a B-statistic cut-off (B > 0). Functional enrichment analysis of Gene Ontology categories was carried out using a standard hypergeometric test. R and Bioconductor were used for preprocessing and statistical analysis. The functional enrichment analysis was performed using Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com), whose database includes manually curated and fully traceable data derived from literature sources. Microarray data are available on the Gene Expression Omnibus (GEO) website (accession number: GSE162764).

### Proteomic Analysis

Total protein concentration was determined using the Pierce 660 nm protein assay (Thermo). For digestion, 40 µg of protein from each condition were precipitated by the methanol/chloroform method. Protein pellets were resuspended and denatured in 20 µl 7 M Urea/2M Thiourea/100 mM TEAB, pH 7.5, reduced with 2 µl of 50 mM Tris(2-carboxyethyl) phosphine (TCEP, SCIEX), pH 8.0, at 37°C for 60 min and followed by 1 µl of 200 mM cysteine-blocking reagent (methyl methanethiosulfonate (MMTS, Pierce) for 10 min at room temperature. Samples were diluted up to 140 µl to reduce urea concentrations with 25 mM TEAB. Digestions were initiated by adding 2 µg sequence grade-modified trypsin (Sigma-Aldrich) to each sample in a ratio of 1:20 (w/w), which were then incubated at 37°C overnight on a shaker. Sample digestions were evaporated to dryness in a vacuum concentrator. The resulting peptides were subsequently labelled using the TMT-sixplex Isobaric Mass Tagging Kit (Thermo Scientific, Rockford, IL, USA) according to the manufacturer’s instructions as follows: TMT-1 (126: CTR-1; 127: IFN-1; 128: L37-1; 129: CTR-2; 130: IFN-2; 131: L37-2) and TMT-2 (126: CTR-3; 127: IFN-3; 128: L37-3). After labeling, samples were pooled, evaporated to dryness, and stored at -20°C until the LC−MS analysis. Three biological replicates of each condition were analyzed.

RP C18 fractionation of the TMT labeled peptides was performed using the Pierce™ High pH Reversed-Phase Peptide Fractionation Kit (Thermo Scientific, Rockford, IL, USA). A step gradient of increasing acetonitrile concentrations (5–50% ACN) in a volatile high pH elution solution (0.1% Triethylamine) was applied to the column to elute bound peptides into eight different fractions collected by centrifugation. Finally, fractions were pooled into four fractions using the fraction mixing strategy n+4 (i.e., fractions 1 + 5, 2 + 6, 3 + 7, and 4 + 8). The peptide fractions were dried, desalted using a Stage-Tips C18 (3M), and stored at −20°C until the LC−MS analysis. A 1 µg aliquot of each labeled fraction was subjected to 1D-nano LC ESI-MSMS analysis using a nano liquid chromatography system (Eksigent Technologies nanoLC Ultra 1D plus, SCIEX, Foster City, CA) coupled to high-speed Triple TOF 5600 mass spectrometer (SCIEX, Foster City, CA) with a Nanospray III source. The analytical column used was a silica-based reversed phase Acquity UPLC® M-Class Peptide BEH C18 Column, 75 µm×150 mm, with a 1.7 µm particle size, and 130 Å pore size (Waters). The trap column was a C18 Acclaim PepMapTM 100 (Thermo Scientific), 100 µm×2 cm, 5 µm particle diameter, 100 Å pore size, switched on-line with the analytical column. The loading pump delivered a solution of 0.1% formic acid in water at 2 µl/min. The nano-pump provided a flow-rate of 250 nl/min and was operated under gradient elution conditions. Peptides were separated using a 150 min gradient ranging from 2 to 90% mobile phase B (mobile phase A: 2% acetonitrile, 0.1% formic acid; mobile phase B: 100% acetonitrile, 0.1% formic acid). Injection volume was 5 µl.

Data acquisition was performed with a TripleTOF 5600 System (SCIEX, Foster City, CA). Data were acquired using an ionspray voltage floating (ISVF) 2300 V, curtain gas (CUR) 35, interface heater temperature (IHT) 150, ion source gas 1 (GS1) 25, declustering potential (DP) 150 V. All data were acquired using information-dependent acquisition (IDA) mode with Analyst TF 1.7 software (SCIEX, Foster City, CA). For IDA parameters, 0.25 s MS survey scan in the mass range of 350–1,250 Da were followed by 30 MS/MS scans of 150 ms in the mass range of 100–1,800. Switching criteria were set to ions greater than mass to charge ratio (m/z) 350 and smaller than m/z 1250 with charge state of 2–5 and an abundance threshold of more than 90 counts (cps). Former target ions were excluded for 20 s. IDA rolling collision energy (CE) parameters script was used for automatically controlling the CE.

The mass spectrometry data obtained were processed using PeakView^®^ 1.2 Software (SCIEX, Foster City, CA) and exported as mgf files. Proteomics data analyses were performed by using four search engines (Mascot, OMSSA, X!Tandem and Myrimatch) and a target/decoy database built from sequences in the Mus musculus proteome in the Uniprot Knowledgebase. Search engines were configured to match potential peptide candidates with a mass error tolerance of 25 ppm and a fragment ion tolerance of 0.02Da, allowing for up to two missed tryptic cleavage sites and a maximum isotope error (13C) of one, considering fixed MMTS modification of cysteine and variable oxidation of methionine, pyroglutamic acid from glutamine or glutamic acid at the peptide N-terminus, and modification of lysine and peptide N-terminus with TMT 6-plex reagents. Score distribution models were used to compute peptide-spectrum match p-values (26), and spectra recovered by a FDR* <=0.01 (peptide-level) filter were selected for quantitative analysis. Approximately 5% of the signals with the lowest quality were removed prior to further analysis. Differential regulation was measured using linear models (27), and statistical significance was measured using q-values (FDR). All analyses were conducted using software from Proteobotics (Madrid, Spain). Proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD023281.

### Plasma Lipoprotein Profile

Plasma lipoproteins were fractionated using fast protein liquid chromatography. A Superose (Pharmacia, Herts, UK) column was used. A 200 µl sample of plasma pooled from three mice was injected, and then eluted with phosphate-buffered saline at a flow rate of 0.4 ml per min. Fractions (0.25 mL) were collected. Cholesterol was determined using an automatic biochemical analyzer (Cobas C711).

### Statistical Analysis

GraphPad Prism version 8.2.1 software (GraphPad Software, Inc., San Diego, CA) was used for statistical analysis. P values <0.05 were considered to be statistically significant. The analysis used in each case is indicated in the figure legends.

## Results

### Coadministration of Adeno-Associated Virus-L37pA Prevents the Lethal Toxicity of Adeno-Associated Virus-Interferon-Alpha

AAV vectors allow stable long-term expression of the transgene in the liver. In the case of IFNα, sustained expression of low levels of this cytokine reduced the bodyweight of treated mice gradually (**Figure 1A**). Mice from the AAV-IFNα group started to die after one month after injection and all mice from the AAV-IFNα groups had to be sacrificed after 65 days (**Figure 1B**). On day 30, the serum IFNα levels in this experimental group were higher than 20 ng/ml (**Figure 1C**) and induced hematological toxicity characterized by a drop in circulating levels of white blood cells, red blood cells, platelets, and low hematocrit (**Figure 1D**). Coadministration of an AAV vector encoding the apolipoprotein A-I mimetic peptide L37pA (AAV-L37pA) normalized most of the analyzed parameters. Bodyweight and survival followed the same trend as non-treated mice (Mock) (**Figures 1A, B**). Serum levels of IFNα were detectable at day 30, 60, and 120 but were fivefold lower than IFNα levels in AAV-IFNα treated mice at day 30. IFNα levels in the group treated with the AAV combination remained constant between days 30 and 60, but at day 120, serum levels decreased fourfold (**Figure 1C**). The lack of lethal toxicity and reduced circulating IFNα was reflected in normal red blood levels and hematocrit, and lower reductions of white blood cells and platelets than those observed with the AAV-IFNα alone (**Figure 1D**).

**Figure 1:**
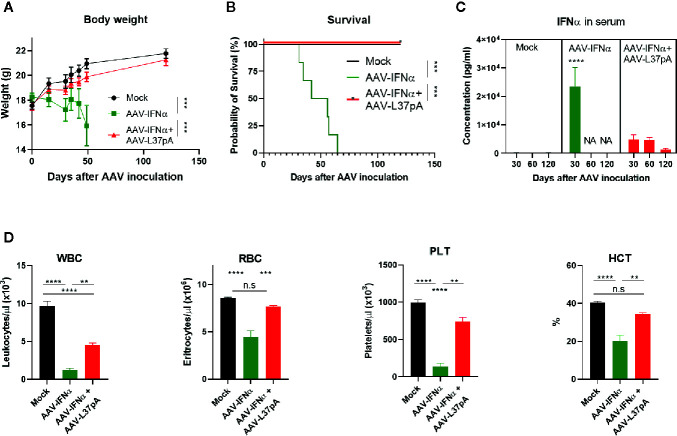
Coadministration of AAV-L37 avoids the lethal toxicity induced by AAV-IFNα. C57BL/6 mice (N = 6) were left untreated (Mock) or received 1.2x10^11^ vg/mouse of AAV-IFNα alone (AAV-IFNα) or combined with 9.5x10^11^ vg/mouse AAV-L37pA and the body weight **(A)** and survival **(B)** was followed up for 120 days. At day 30, 60, and 120, serum levels of IFNα were determined by ELISA **(C)** and complete blood counts were analyzed with a Hemavet Hematology Analyzer. **(D)** WBC, white blood cells; RBC, red blood cells; PLT, platelets; HCT, hematocrit. Mean ± SEM is represented. **p < 0.01 ***p < 0.001 ****p < 0.0001. Body weight was analyzed by Extra Sum-of-Square F test after non-linear regression with a third order polynomial least square fit. Survival was analyzed by Log-Rank test. IFNα concentrations were analyzed by nested one-way ANOVA followed by Dunnett’s multiple comparisons test. **** indicate p < 0.0001 for AAV-IFNα compared to the other two experimental groups. Red blood counts were analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test.

To elucidate the mechanism that mediated the transgene expression’s abrogation produced by the combination of AAV-IFNα and AAV-L37pA, mice treated with AAV-IFNα, with the AAV combination or non-injected mice were sacrificed at an early timepoint (**Figure 2A**) when the AAV genome was similar in both experimental groups. The amount of AAV genome in the liver was determined by quantitative real-time PCR using primers designed to amplify a fragment of the EF1α promoter included in both AAVs. At this early time point, the PCR signal was three orders of magnitude higher than the non-specific signal of non-injected mice. Mice treated with the AAV combination received a double amount of AAV, and consequently, the AAV genome detected at this time point was higher (**Figure 2B**). In line with the result of the AAV genome, analysis of liver-extracted RNA reflected that AAV-IFNα and the AAV combination did not differ in the IFNα mRNA transcripts at this time point (**Figure 2C**). Moreover, three interferon-stimulated genes, interferon-stimulated gene 15 (ISG15), ubiquitin-specific peptidase 18 (USP18), and 2’-5’-oligoadenylate synthetase (2,5-OAS) were similarly induced in both experimental groups. Thus, 15 days after AAV inoculation, the expression IFNα and ISGs was similar in both experimental groups.

**Figure 2:**
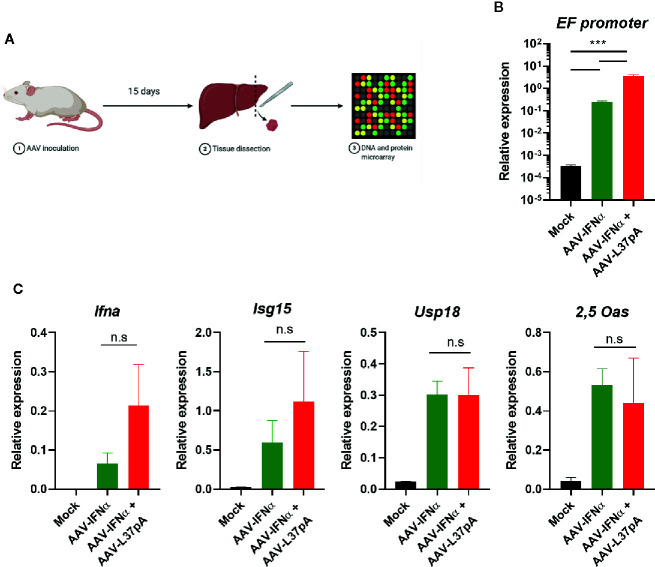
Comparable AAV infection and expression IFN related genes in the liver two weeks after AAV administration. C57BL/6 mice (N = 3) were left untreated (Mock) or received 1.2x10^11^ vg/mouse of AAV-IFNα alone (AAV-IFNα) or combined with 9.5x10^11^ vg/mouse AAV-L37pA. Two weeks later, mice were sacrificed and DNA, RNA and proteins from livers were purified. **(A)** Schematic representation of the experimental setting. **(B)** AAV viral genome was quantified by quantitative PCR of total DNA. **(C)** The expression of the AAV transgene mIFNα and the interferon-stimulated genes, interferon-stimulated gene 15 (ISG15), ubiquitin-specific peptidase 18 (USP18), and 2’-5’-oligoadenylate synthetase (2,5-OAS) were determined by RT-qPCR. Mean ± SEM is represented. n.s, non-significant; ***p < 0.001 One-way ANOVA followed by Tukey’s multiple comparisons test.

### Adeno-Associated Virus-L37pA Attenuates the Induction of Gene Expression Programs of Pathways Involved in Inflammation

Once we established that the livers from both experimental groups contained similar levels of AAV vector, and similar levels of IFNα and ISGs mRNAs 15 days after AAV inoculation, we extended the transcriptomic analysis using gene expression microarrays. 

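The liver responds to interferon in its hepatocytes and in its resident and recruited immune cells, so an array of whole liver reads all of them together. Gene expression was measured on 9 arrays, 1 per mouse, with 3 mice in each of 3 groups, 15 days after injection. The groups were non-injected mice (Mock), mice treated with 1.2e+11 vg of AAV-IFNα, and mice treated with the AAV combination, which received 9.5e+11 vg of AAV-L37pA besides the same dose of AAV-IFNα. No array came from mice given AAV-L37pA alone or a control vector, and the combination mice received more vector in total. Against Mock, effects of IFNα and of the injected vector therefore cannot be told apart. The methods name the Clariom S mouse array and 100 ng of total RNA, whereas the sample labels name polyA RNA and the design text of the series names another Affymetrix mouse array. The authors' values are on the log2 scale, after background correction, normalization and summary into probe sets by the RMA algorithm. Of 22142 probe sets, 19527 carry 1 gene symbol in the platform annotation and 2615 are unnamed here. The annotation names no genome build, so no positions are given. Array medians lay between 5.78 and 5.83, and the number of arrays limits the precision. Differences were tested two-sided with limma on all 9 arrays in 1 fit, over the probe sets that passed the methods' filter on low values. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05, and the threshold of the methods, a B-statistic above 0, was counted as well. Lists of genes of pathways and cell types were written before the data were examined, and 31 of them with at least 3 measured members were compared with all other genes by limma's camera test with a preset correlation of 0.01 between genes. With a correlation estimated from the arrays, 6 of 17 list calls held for AAV-IFNα against Mock, 3 of 11 for the combination against Mock and 3 of 18 for the combination against AAV-IFNα.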

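Interferon-stimulated genes report how strongly liver cells sense IFNα. The paper measured some of them by RT-qPCR (Fig. 2C), and the arrays of the same groups also hold them. Isg15, which encodes a ubiquitin-like protein that is attached to other proteins, had a log2 value of 5.21 ± 0.01 (SD, n = 3) in Mock, 8.66 ± 0.22 (SD, n = 3) with AAV-IFNα and 8.28 ± 0.31 (SD, n = 3) in the combination. It rose by a log2 fold change of 3.44 with AAV-IFNα (standard error 0.16, adjusted p = 1.2e-08, limma) and 3.06 in the combination (adjusted p = 1.0e-07). Between the treated groups it differed by -0.38 (adjusted p = 0.37), which did not pass the test. Usp18, whose protease removes ISG15 and dampens the receptor, rose by 2.72 with AAV-IFNα (adjusted p = 1.4e-07) and by 2.51 in the combination (adjusted p = 6.1e-07), with a difference of -0.21 between them (adjusted p = 0.72). The sensors of double-stranded RNA Oas1a and Oas2 rose by 2.82 and 1.77 with AAV-IFNα and by 2.47 and 1.23 in the combination, and neither passed the test between the treated groups (adjusted p = 0.21 and 0.34). Oas3, whose Mock mean was under 5, rose by 1.70 with AAV-IFNα (adjusted p = 6.1e-05) and by 0.93 in the combination (adjusted p = 0.017), a call that ended without Mock replicate 1 (0.88, adjusted p = 0.060) and without combination replicate 2 (0.88, adjusted p = 0.071) or 3 (0.87, adjusted p = 0.082). Its difference of -0.77 between the treated groups (adjusted p = 0.066) passed the test with array weights (adjusted p = 0.042) and without AAV-IFNα replicate 3 (-0.97, adjusted p = 0.016). The probe set of Ifna1 rose by 1.06 with AAV-IFNα (adjusted p = 0.0012) and by 1.51 in the combination (adjusted p = 0.00016), and 0.46 between them did not pass the test (adjusted p = 0.29). The annotation does not say whether this probe set reads the vector's transcript.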

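In mice treated with AAV-IFNα the liver carried a broad interferon response, with antiviral, interferon-γ-inducible and MHC class I genes all raised over non-injected mice. Most genes of MHC class II presentation were raised too. Transcripts of monocytes and NK cells were raised along with them. The 40 measured type I interferon-stimulated genes all rose (40 when adjusted over the list alone), with a median log2 fold change of 2.26 (camera adjusted p = 6.7e-51). Ifit3, which binds viral RNA, went from 7.76 ± 0.25 (SD, n = 3) in Mock to 11.99 ± 0.34 (SD, n = 3), a log2 fold change of 4.23 (standard error 0.18, adjusted p = 5.9e-09, limma). All 18 interferon-γ-inducible genes also rose (18 when adjusted over the list alone), with a median of 3.21 (camera adjusted p = 1.9e-32). Tgtp2, a GTPase that acts on pathogen vacuoles, had the largest change among these, 4.92 (standard error 0.15, adjusted p = 2.8e-10). All 14 genes of MHC class I presentation rose as well (14 when adjusted over the list alone, median 1.13, camera adjusted p = 1.3e-16). Of 9 genes of MHC class II presentation, 7 rose (7 when adjusted over the list alone), with a median of 2.20 (camera adjusted p = 4.7e-07, and adjusted p = 0.15 with an estimated correlation). Monocyte markers rose in 6 of 8 (6 when adjusted over the list alone), with a median of 1.74 (camera adjusted p = 7.8e-06, and adjusted p = 0.16 with an estimated correlation), led by Ly6c2 at 5.06 (adjusted p = 2.0e-07), whose Mock mean was under 5. NK cell markers rose in 8 of 12 (9 when adjusted over the list alone, median 1.02, camera adjusted p = 1.5e-07), among them the granzyme Gzmb at 2.76 (adjusted p = 1.6e-07). In all, 2400 of 14715 probe sets changed, 888 of them with a B-statistic above 0. The count was 1495 without AAV-IFNα replicate 1 and 1515 without AAV-IFNα replicate 2.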

Hundreds of genes were differentially modulated by the expression of IFNα. 

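With AAV-IFNα fewer probe sets fell than rose, and genes of fatty acid oxidation, growth hormone signalling and sterol synthesis were among those that fell. Of the changed probe sets, 1655 rose and 745 fell, so that 69.0% rose (exact 95% binomial interval 67.1 to 70.8, probe sets not being independent). After another quantile normalization of the values, 1384 rose and 1157 fell, or 54.5% rising. Among those with a B-statistic above 0, 768 rose and 120 fell, and at a log2 fold change of at least 1 the counts were 600 and 71. Of 32 PPARα targets, 9 fell and 1 rose (13 and 1 when adjusted over the list alone), with a median of -0.37 (camera adjusted p = 1.8e-05, and adjusted p = 0.47 with an estimated correlation), or -0.21 without Mock replicate 1. Acot3, a thioesterase of peroxisomes, fell from 10.16 ± 0.26 (SD, n = 3) in Mock to 6.90 ± 0.46 (SD, n = 3), a log2 fold change of -3.26 (standard error 0.28, adjusted p = 3.9e-06, limma). Of 7 genes of growth hormone and STAT5 signalling, 3 fell (5 when adjusted over the list alone), with a median of -0.76 (camera adjusted p = 0.0011, and adjusted p = 0.29 with an estimated correlation). Among them, Lifr, a cytokine receptor chain, changed by -1.13 (adjusted p = 0.0016). Of 14 genes of cholesterol synthesis, 4 fell (5 when adjusted over the list alone), with a median of -0.42 (camera adjusted p = 0.00029, and adjusted p = 0.46 with an estimated correlation), or -0.19 without Mock replicate 2 and -0.68 without AAV-IFNα replicate 2. Cyp17a1, an enzyme of steroid synthesis, changed by -2.64 (adjusted p = 9.0e-05).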

The Volcano plot of AAV-IFNα vs. non-injected mice was characterized by a more prominent induction of gene expression than downregulation of expression (**Figure 3A**). 

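In the livers of the combination mice the antiviral response seen with AAV-IFNα was still present, and the probe sets called against Mock in both treated groups went the same way. Against Mock, 767 probe sets changed in the combination, 616 up and 151 down. The count was 322 without combination replicate 3, 422 without combination replicate 2, 455 without Mock replicate 3, 511 without Mock replicate 1, and 1176 with array weights. Of those raised, 561 were also raised by AAV-IFNα, where 69.3 would be shared by independent lists, and 108 were lowered by both, where 7.64 would be. Across probe sets, which are not independent replicates, the changes of the treated groups over Mock correlated with r = 0.842, against 0.501 in simulated arrays in which only the shared controls tie the comparisons, and part of the excess in shared calls may come from those controls. All 40 type I interferon-stimulated genes rose (40 when adjusted over the list alone), with a median log2 fold change of 1.89 (camera adjusted p = 2.3e-65). Ifit1, which blocks translation of viral RNA, went from 6.06 ± 0.08 (SD, n = 3) in Mock to 9.78 ± 0.31 (SD, n = 3), a log2 fold change of 3.72 (standard error 0.16, adjusted p = 1.4e-08, limma). Of 14 genes of MHC class I presentation, 11 rose (14 when adjusted over the list alone, median 0.82, camera adjusted p = 6.0e-15, and adjusted p = 0.052 with an estimated correlation). The MHC class II genes had a median of 0.14 (camera adjusted p = 0.98).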

The combination of AAV-IFNα and AAV-L37pA induced a similar modulation of the liver transcriptome, but significant differences were detected when the AAV combination was compared with AAV-IFNα. For this analysis, transcripts were selected as significant using a B-statistic cut-off (B > 0). 

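Genes of MHC class II presentation and their regulator Ciita were among those lower in the combination than with AAV-IFNα. A B-statistic above 0 was reached by 262 probe sets, and an adjusted p under 0.05 by 382 of 14715. Leaving out 1 mouse moved these counts by more than 1.5 times. The count at B above 0 was 156 without AAV-IFNα replicate 1, 161 without combination replicate 1 and 163 without combination replicate 2. The count at an adjusted p under 0.05 was 154 and 242 without AAV-IFNα replicates 1 and 2, and 159, 159 and 242 without combination replicates 1, 2 and 3. Ciita, which switches on the MHC class II genes, had a log2 value of 6.56 ± 0.19 (SD, n = 3) with AAV-IFNα and 4.86 ± 0.11 (SD, n = 3) in the combination. The log2 fold change was -1.70 (standard error 0.13, adjusted p = 7.5e-05, limma), to a mean under the filter value of 5. H2-Ab1, a chain of an MHC class II molecule, changed by -2.27 (standard error 0.30, adjusted p = 0.0016). Socs1, an inhibitor of cytokine signalling that interferon induces, changed by -2.23 (standard error 0.26, adjusted p = 0.00071), to a mean under 5. Slc1a2, a glutamate transporter of hepatocytes, was higher in the combination by 1.33 (standard error 0.20, adjusted p = 0.0039).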

Following this criteria, 18,166 genes were significantly expressed between both experimental groups. The Volcano plot reflected that the greater proportion of differentially expressed genes were downregulated in the combination treatment vs. AAV-IFNα alone (**Figure 3A**). This pattern was also observed when upregulated or downregulated pathways were analyzed (**Figures 3B, C**). 

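The genes lower in the combination were nearly all genes raised with AAV-IFNα over Mock, and those higher in it were mostly genes lowered with AAV-IFNα. Of the probe sets that changed between the treated groups, 324 were lower in the combination and 58 higher, so that 15.2% were higher (exact 95% binomial interval 11.7 to 19.2, probe sets not being independent). Among those with a B-statistic above 0, 225 were lower and 37 higher. Of the 324 lower in the combination, 317 had been raised by AAV-IFNα, and of the 58 higher, 48 had been lowered by it. Independent lists would share 36.4 and 2.94, but both comparisons use the AAV-IFNα arrays, which ties them in this direction, and the covariance of -0.111 between their changes across probe sets stands against -0.0136 in simulated arrays that share only that group. Of 18 interferon-γ-inducible genes, 17 fell (17 when adjusted over the list alone), with a median log2 fold change of -1.24 (camera adjusted p = 1.7e-37). The study shows 8 of these 18 in Fig. 3, having picked them on the same arrays. Markers of immune cells moved the same way, with medians of -1.20 for monocytes (camera adjusted p = 2.0e-06, and adjusted p = 0.13 with an estimated correlation), -0.84 for NK cells (camera adjusted p = 1.8e-16) and -0.49 for T cells (camera adjusted p = 6.2e-07, and adjusted p = 0.11 with an estimated correlation). Lower were 4 of 8 monocyte markers (6 when adjusted over the list alone), 6 of 12 NK cell markers (12) and 2 of 12 T cell markers (7).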

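By a test that presets the correlation between genes, lists of immune genes were lower in the combination than with AAV-IFNα, and lists of liver metabolism and growth hormone signalling were higher. Of 31 lists, 13 were lower and 5 higher by the camera test at an adjusted p under 0.05, and with an estimated correlation 3 held, the interferon-γ-inducible, NK cell and acute phase lists, all lower. Of the genes legible in Fig. 3C, 46 passed the filter on low values, and 27 of them were lower and 19 higher in the combination at an adjusted p under 0.05 (limma). The study chose these genes on the same arrays, so that their direction is not independent evidence. Of 14 genes of MHC class I presentation, 4 were lower (11 when adjusted over the list alone), with a median log2 fold change of -0.41 (camera adjusted p = 4.7e-12, and adjusted p = 0.070 with an estimated correlation). Psmb9, a subunit of the immunoproteasome, went from 9.24 ± 0.11 (SD, n = 3) with AAV-IFNα to 8.32 ± 0.05 (SD, n = 3), a log2 fold change of -0.92 (standard error 0.14, adjusted p = 0.0036). Of the growth hormone and STAT5 genes, 3 of 7 were higher (6 when adjusted over the list alone), with a median of 0.73 (camera adjusted p = 3.1e-08, and adjusted p = 0.10 with an estimated correlation), among them Lifr at 1.24 (adjusted p = 0.0053).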

Seven of the 11 most significant modulated pathways had a negative Z-score, indicating that those pathways were downregulated in mice treated with AAV-IFNα and AAV-L37pA as compared to mice treated with AAV-IFNα alone (**Figures 3B, D**). 

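The genes that the study shows for the pathways with a negative Z-score include receptors for microbial products, chemokines and regulators of T cells. The pathway scores come from Ingenuity Pathway Analysis, which was not used here, and only the genes themselves were looked up. Of 25 genes legible in Fig. 3D, 24 were lower in the combination than with AAV-IFNα and 1, Slc1a2, was higher, each at an adjusted p under 0.05 (limma). The study chose them on these arrays, so that the direction is not independent evidence. Against Mock, 24 of the 25 were raised by AAV-IFNα and 10 were still raised in the combination. Cd274, which encodes the checkpoint ligand PD-L1, had a log2 value of 9.09 ± 0.35 (SD, n = 3) with AAV-IFNα, 7.20 ± 0.14 (SD, n = 3) in the combination and 5.30 ± 0.18 (SD, n = 3) in Mock. The combination was lower than AAV-IFNα by a log2 fold change of -1.89 (standard error 0.17, adjusted p = 0.00015). Ccl5, a chemokine for T cells, differed by -1.57 (standard error 0.26, adjusted p = 0.0075).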

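Targets of the LXR/RXR receptors, which govern sterol export and lipogenesis, were not called between the combination and AAV-IFNα, and against Mock they went both ways. Genes of the antioxidant response were raised over Mock with and without AAV-L37pA. Of 16 LXR/RXR targets, limma called 0 between the combination and AAV-IFNα (0 when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05), with a median log2 fold change of -0.01 (camera adjusted p = 0.79). Against Mock, 4 of them were higher and 3 lower with AAV-IFNα, and 3 higher and 4 lower in the combination, when adjusted over the list alone (2 and 2, and 1 and 1, over all genes), and fry's test for change in either direction gave adjusted p = 0.0032 and 0.0056. The receptor gene Nr1h3 had a log2 value of 9.12 ± 0.22 (SD, n = 3) with AAV-IFNα and 8.97 ± 0.11 (SD, n = 3) in the combination, a difference of -0.15 (standard error 0.14, adjusted p = 0.78). Of 21 NRF2 and antioxidant genes, 13 rose with AAV-IFNα (13 when adjusted over the list alone), with a median of 0.82 (camera adjusted p = 3.9e-07). In the combination 10 of them rose over Mock (14 when adjusted over the list alone), with a median of 0.59 (camera adjusted p = 5.6e-10). Gsta2, a glutathione transferase, rose by 3.81 with AAV-IFNα (standard error 0.21, adjusted p = 7.0e-08) and by 3.34 in the combination (adjusted p = 4.7e-07), and the quinone reductase Nqo1 by 1.78 and 1.69 (adjusted p = 3.0e-06 and 1.2e-05). Between the treated groups the list had a median of -0.16 (camera adjusted p = 0.19), and it was called lower with another quantile normalization (-0.15, adjusted p = 0.038). Of 15 genes legible in Fig. 3E, which the study chose on these arrays, 14 were lower in the combination than with AAV-IFNα and 1 higher. The paper took genes that were lower in the combination to predict activation of nuclear receptors, so this direction does not speak against its positive scores.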

The upregulated pathways highlight the mechanism of action of L37pA involving activation of nuclear receptors such as LXR/RXR and the anti-oxidative activity described previously for apoA-I mimetic peptides (28) (**Figures 3B, E**). 

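By camera with its preset correlation, the lists of pattern recognition receptors, NK cells and MHC class II genes were lower in the combination than with AAV-IFNα, and with an estimated correlation only the NK cell list was. The arrays read whole liver, so that a fall in a transcript and a fall in the cells that carry it look alike. Of 21 pattern recognition receptors, 6 were lower (13 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.70 (camera adjusted p = 9.2e-12, and adjusted p = 0.087 with an estimated correlation), or -0.46 without AAV-IFNα replicate 1. Sting1, an adaptor that responds to cytosolic DNA, went from 6.52 ± 0.48 (SD, n = 3) with AAV-IFNα to 4.93 ± 0.26 (SD, n = 3), a mean under 5. Its log2 fold change was -1.59 (standard error 0.22, adjusted p = 0.0018, limma). Tlr1, a receptor for bacterial lipopeptides, changed by -1.44 (adjusted p = 0.0064). Of 15 genes of dendritic cells and their maturation, 2 were lower (4 when adjusted over the list alone), with a median of -0.31 (camera adjusted p = 6.4e-05, and adjusted p = 0.087 with an estimated correlation), among them the integrin Itgax at -1.12 (adjusted p = 0.0077), with a mean under 5 in the combination. Of 12 NK cell genes, 6 were lower (12 when adjusted over the list alone), with a median of -0.84 (camera adjusted p = 1.8e-16). The granzyme Gzmb changed by -1.97 (standard error 0.17, adjusted p = 0.00011) and the activating receptor Ncr1, with a mean under 5 in the combination, by -0.86 (adjusted p = 0.0097). The study shows 5 of the 21 pattern recognition receptors and 2 of the 12 NK cell genes in Fig. 3, and picked them on these arrays. Of 9 MHC class II genes, 7 were lower (8 when adjusted over the list alone), with a median of -1.84 (camera adjusted p = 6.1e-17, and adjusted p = 0.061 with an estimated correlation).
Of 6 genes of the Th1 response, 1, the cytokine Tnf, whose mean lay under 5 in the combination, was lower (1 when adjusted over the list alone), by -1.48 (adjusted p = 0.011), and its call ended without combination replicate 1 (-1.48, adjusted p = 0.053) and without combination replicate 2 (-1.38, adjusted p = 0.064). The list had a median of -0.22 (camera adjusted p = 0.0057, and adjusted p = 0.087 with an estimated correlation), and its call ended without AAV-IFNα replicate 1 (-0.12, adjusted p = 0.13), without AAV-IFNα replicate 2 (-0.20, adjusted p = 0.067) and with a filter above 6 (adjusted p = 0.32). With AAV-IFNα against Mock the Th1 list was not called by camera (median 0.12, adjusted p = 0.13), with 2 of 6 genes higher. It was called higher by fry (adjusted p = 0.0013) and by camera with no filter (0.23, adjusted p = 0.0019). The list holds 16 genes, of which 15 have a named probe set and 6 passed the filter on low values.

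**Figure D1:**
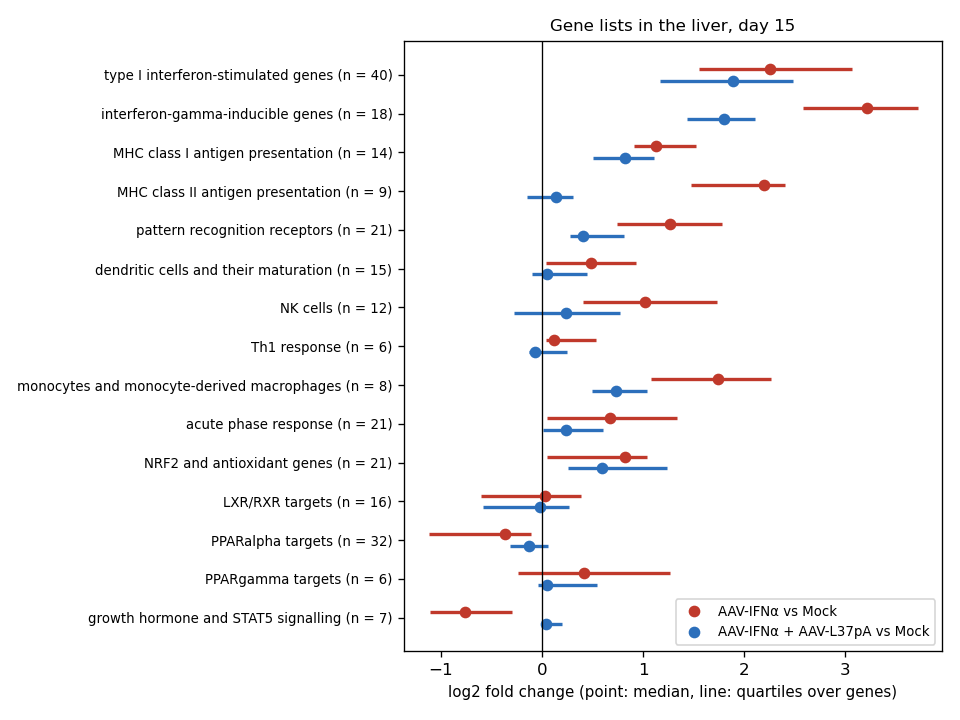
Log2 fold change over Mock for the genes of 15 lists in mice treated with AAV-IFNα and with the AAV combination; points are medians and bars span the quartiles over the genes of a list. The type I list lies at 2.26 and 1.89, and the MHC class II list at 2.20 and 0.14.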

The downregulated pathways pointed to a reduced inflammatory process since they included the pathways related to processes such as the role of receptors in recognition of bacteria and viruses, dendritic cell maturation, crosstalk between dendritic cells and natural killer cells, and Th1 pathways, among others. Several genes that predicted the activation of nuclear receptors such as LXR/RXR and PPARγ were selected for validation by RT-PCR. As shown in **Figure 3F**, *Serpina 3g*, *Cxlc9*, *Ccr2*, *Cxcl10*, *Gbp2*, and *Itgam* increased significantly in the group treated with AAV-IFNα, but the expression of these genes in the group treated with the combination was much lower with values similar to those observed in non-injected animals.

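The genes of Fig. 3F encode chemokines that draw T cells and monocytes, a receptor and an integrin that those cells carry, and a GTPase induced by interferon-γ. On the arrays all of those with a named probe set were higher with AAV-IFNα than in Mock; Serpina3g has no named probe set here. Gbp2, the GTPase, had a log2 value of 5.92 ± 0.13 (SD, n = 3) in Mock, 9.72 ± 0.39 (SD, n = 3) with AAV-IFNα and 7.33 ± 0.14 (SD, n = 3) in the combination. The combination was lower than AAV-IFNα by a log2 fold change of -2.39 (standard error 0.18, adjusted p = 7.5e-05, limma) and higher than Mock by 1.41 (adjusted p = 0.00033). Cxcl9 differed by -1.82 from AAV-IFNα (standard error 0.15, adjusted p = 8.0e-05) and by 1.62 from Mock (adjusted p = 1.6e-05). Cxcl10 differed by -1.44 from AAV-IFNα (standard error 0.24, adjusted p = 0.0063) and by 1.71 from Mock (adjusted p = 0.00069).
Ccr2, the receptor of inflammatory monocytes, whose mean lay under 5 in Mock and in the combination, rose by 2.02 with AAV-IFNα (standard error 0.37, adjusted p = 0.0022). Its difference of -1.24 between the treated groups did not pass the test (adjusted p = 0.12), but did without AAV-IFNα replicate 3 (-1.80, adjusted p = 0.00084), and its 0.78 over Mock in the combination did not pass either (adjusted p = 0.23, or 0.038 without AAV-IFNα replicate 3 and 0.043 in a fit of the 2 groups alone). Itgam rose by 1.24 with AAV-IFNα (standard error 0.26, adjusted p = 0.0051) and was lower in the combination by -1.25 (adjusted p = 0.021), a call that ended without AAV-IFNα replicate 1 (-0.93, adjusted p = 0.067) and without combination replicate 1 (-1.36, adjusted p = 0.052), 2 (-1.20, adjusted p = 0.093) or 3 (-1.19, adjusted p = 0.077). Against Mock, Itgam in the combination differed by -0.01 (adjusted p = 0.99). Of 8 markers of monocytes, which carry Ccr2 and Itgam, 4 were lower in the combination than with AAV-IFNα (6 when adjusted over the list alone), with a median of -1.20 (camera adjusted p = 2.0e-06, and adjusted p = 0.13 with an estimated correlation). The study shows 3 of these 8 in Fig. 3, so the list is not independent of the genes of that figure.

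**Figure D2:**
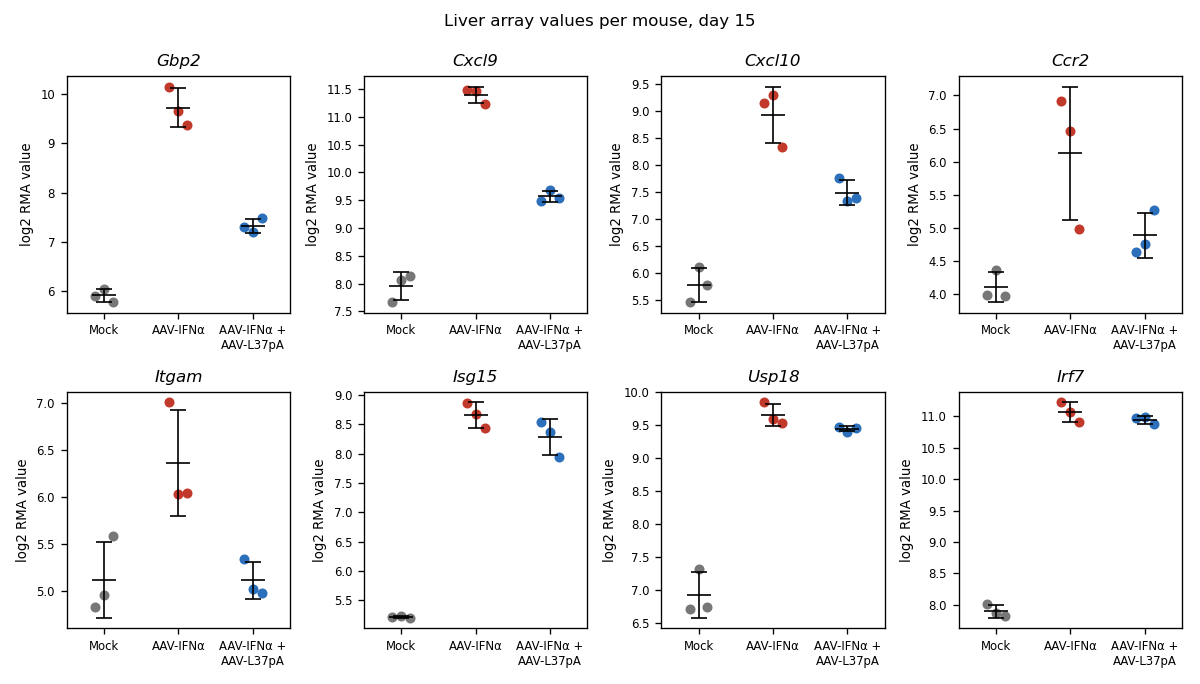
Log2 array values of Gbp2, Cxcl9, Cxcl10, Ccr2, Itgam, Isg15, Usp18 and Irf7 in each mouse of the 3 groups, with the mean and SD of 3 mice. Gbp2 lies at 5.92 in Mock, 9.72 with AAV-IFNα and 7.33 in the combination.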

**Figure 3:**
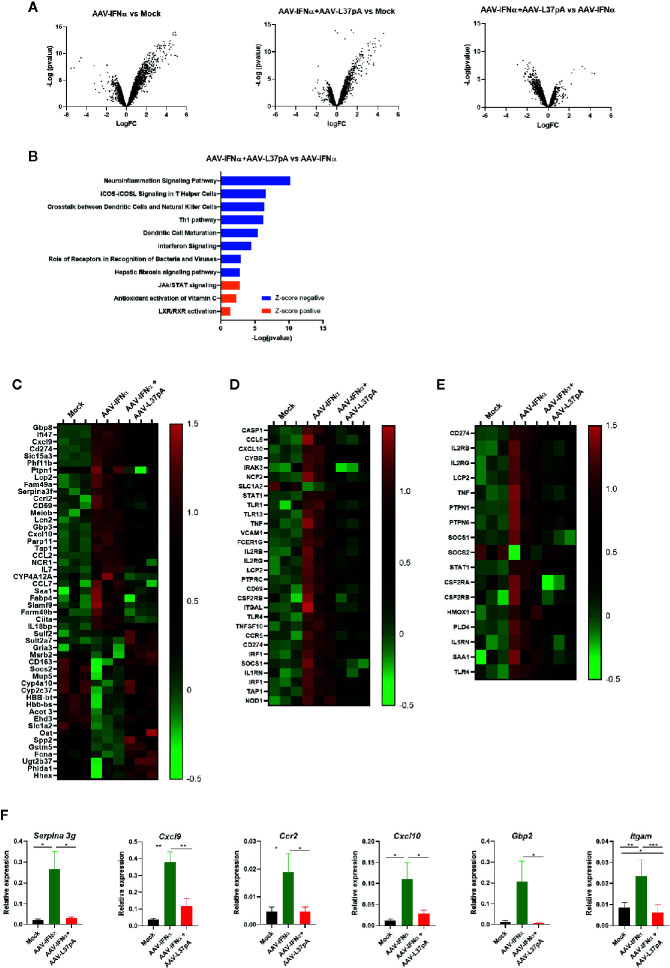
Coadministration of AAV-IFNα and AAV-L37pA modify the gene expression program modulated by AAV-IFNα in the liver. mRNA was isolated from the liver as described in **Figure 2A** and differentially expressed genes were analyzed by microarray analysis. **(A)** Volcano plot of differentially expressed genes in the liver of mice untreated (Mock), treated with AAV-IFNα or AAV-IFNα and AAV-L37pA. **(B)** Top significantly affected pathways based on Ingenuity pathway analysis (IPA). The horizontal bars denote the different pathways based on the z-score. Orange color indicates upregulation, while blue color indicates downregulation. **(C)** Heat map representing the relative expression of most differentially expressed genes. **(D)** Heat map representing the relative expression of genes contributing to the pathways with a negative Z-score. **(E)** Heat map representing the relative expression of genes contributing to the pathways with a positive Z-score. **(F)** Validation of relevant differentially expressed genes by RT-qPCR. Mean ± SEM is represented. *p < 0.05, **p < 0.001, ***p < 0.001 One-way ANOVA followed by Tukey’s multiple comparisons test.

### Adeno-Associated Virus-L37pA Reduced Inflammatory Pathways Activated by Adeno-Associated Virus-Interferon-Alpha at the Protein Level

To validate and extend these observations at the protein level, we performed a proteomic analysis of the livers of mice treated with AAV-IFNα alone or combined with AAV-L37pA at day 15 after AAV inoculation. Overall, 3,692 proteins were identified of which 3,452 were quantified. The number of differential proteins (q < 0.05) was 1,586, 1,346, and 683 for AAV-IFNα vs control, AAV-L37pA vs control and AAV-L37pA vs AAV-IFNα contrasts, respectively (**Figure 4A**). Ingenuity pathway analysis identified significant repression of inflammatory processes such as LPS/IL-1 mediated inhibition of RXR function, NRF2-mediated oxidative stress response, IFN signaling, and PI3K/AKT signaling. Interestingly, other pathways were upregulated, including fatty acid metabolism, LXR/RXR activation, PPARα/RXRα activation, and gene regulation mechanism by PPAR (**Figure 4B**). The proteins supporting the modulation of these pathways are shown in **Figure 4C**. Except for some upregulated proteins such as PDIA3, C4b, HPX, AAV-IFNα induced a marked downregulation in the proteome (**Figure 4C**), in good agreement with the panel of upstream regulators inferred from the IPA analysis (**Figures 4D, E**). Among these regulators, downregulation of inflammatory and immune processes such as lipopolysaccharide, IFNγ, IFNα, IFNβ, IRF7, CD3, and TNF were proposed. Furthermore, stimulation of dexamethasone, IL10RA, and activation of PPARα/γ also pointed to the activation of anti-inflammatory processes.

**Figure 4:**
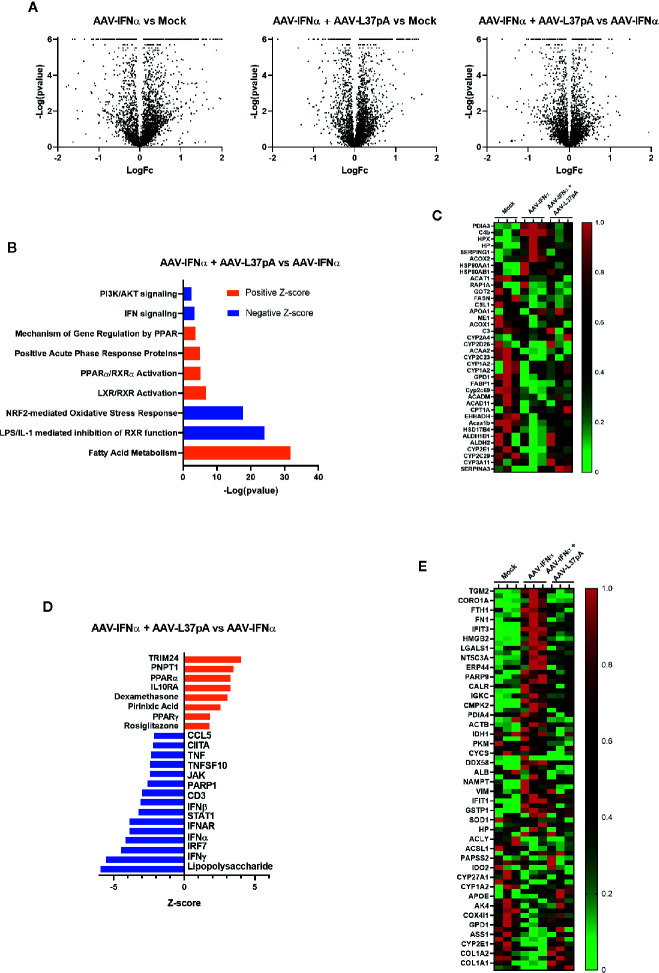
Long-term expression of L37pA modifies the AAV-IFNα effect in the liver at the protein level. Total proteins were isolated from the liver as described in **Figure 2A** and proteomic analysis was performed. **(A)** Volcano plot of proteins different levels in the liver of mice untreated (Mock), treated with AAV-IFNα or AAV-IFNα and AAV-L37pA. **(B)** Top significantly affected pathways based on Ingenuity pathway analysis (IPA). The horizontal bars denote the different pathways based on the z-score. Orange color indicates upregulation, while blue color indicates downregulation. **(C)** Heat map representing the relative protein levels contributing to the top significantly affected pathways. **(D)** Top significantly affected upstream regulators based on Ingenuity pathway analysis (IPA). The horizontal bars denote the different pathways based on the Z-score. Orange color indicates upregulation, while blue color indicates downregulation. **(E)** Heat map representing the relative protein levels contributing to the top significantly affected upstream regulators.

### Coadministration of Adeno-Associated Virus-Interferon-Alpha and Adeno-Associated Virus-L37pA Do Not Alter the Liver Histology

Mice treated with the combination of AAV-IFNα and AAV-L37pA did not exhibit any signs of toxicity during the 120 days follow-up. At this time point, we analyzed the livers to check for any abnormalities in liver histology. First, hematoxylin and eosin staining of liver sections were performed. Both liver parenchyma and immune infiltration were normal and indistinguishable from those of non-injected control animals (**Figure 5A**). In line with these results, serum transaminases remained at baseline levels (**Figure 5B**). To further corroborate the absence of inflammation in the treated liver, we performed an immunohistochemical analysis to detect T lymphocytes using an anti-CD3 monoclonal antibody. Quantification of five liver slides from three mice indicated that the T cell infiltration difference was not significant between non-injected animals and the mice treated with the combination (**Figure 5C**). To evaluate macrophage infiltration into the liver, an antibody against F4/80 was used. No differences were detected, as shown in **Figure 5D**. We also evaluated the lipid accumulation in the liver using a Fat Red staining of frozen liver sections. No hints of micro- or macroestatosis were detected in the mice treated with AAV-IFNα and AAV-L37pA (**Figure 6A**). Finally, we analyzed the plasma lipoprotein profile analyzing the cholesterol content of different fractions of plasma samples from mock-treated mice or mice treated with the combination. A similar lipoprotein profile were observed in both experimental groups (**Figure 6B**).

**Figure 5:**
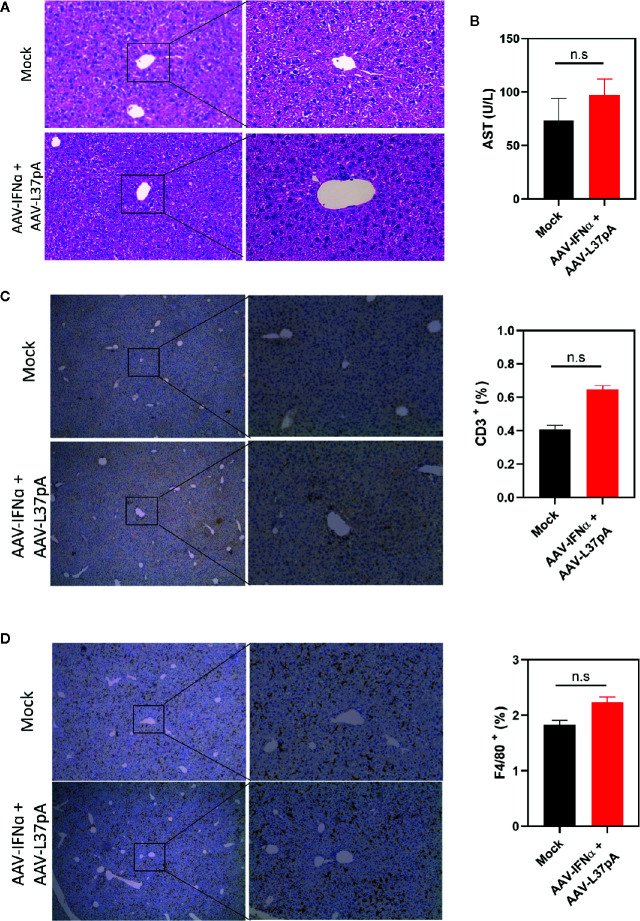
Long-term expression of AAV-IFNα and AAV-L37pA does not induce alterations in the liver. C57BL/6 mice (N = 6) were left untreated (mock) or received 1.2x10^11^ vg/mouse of AAV-IFNα combined with 9.5x10^11^ vg/mouse AAV-L37pA. Mice were followed for 120 days and then sacrificed. **(A)** The histology of the liver was analyzed by hematoxylin and Eosin staining. **(B)** Aspartate transaminase (AST) serum levels. **(C)** Representative image of intrahepatic T lymphocytes identified by immunohistochemistry against CD3 and quantification of T lymphocytes in the liver. **(D)** Representative image of intrahepatic macrophages identified by immunohistochemistry against anti-F4/80 and quantification of macrophages in the liver. Mean ± SEM is represented. n.s, non-significant. Student t-test.

**Figure 6:**
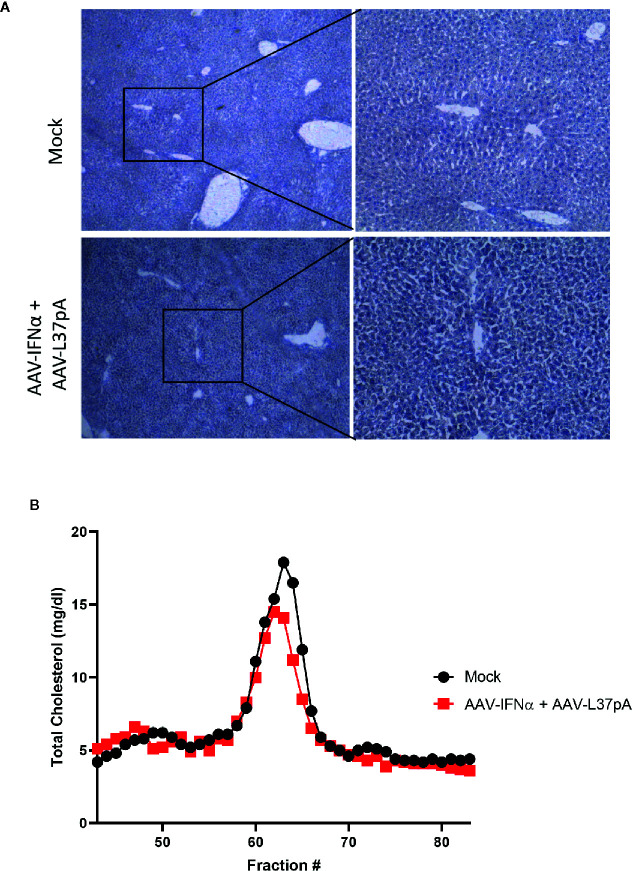
Long-term effect on lipid accumulation in the liver and on plasma lipoprotein profile. C57BL/6 mice (N = 6) were left untreated (mock) or received 1.2x10^11^ vg/mouse of AAV-IFNα combined with 9.5x10^11^ vg/mouse AAV-L37pA. Mice were followed for 120 days and then sacrificed. **(A)** Lipid accumulation in the liver was analyzed by Fat Red staining. Representative images. **(B)** Lipoprotein profile of mice after fast protein liquid chromatography followed by cholesterol determination in the different fractions.

## Discussion

The type I interferon system is the first line of defense against viruses. Detection of viral genomes by Toll-like receptor three or cytoplasmic RNA or DNA receptors induce the release of IFNβ and the different subtypes of IFNα. The secreted interferons interact with the IFNA receptor, activating an intracellular cascade that leads to the upregulation or downregulation of hundreds of genes. This transcriptional program establishes an antiviral state in the target cell. In addition. the IFNA receptor is expressed in immune cells. IFNα/β is a potent inductor of the innate immune system cells such as NK cells and is a critical cytokine bridging the innate and adaptive immune response (29). Even though all these antiviral mechanisms triggered by IFNα should be operational in mice treated with AAV-IFNα, the AAV vector encoding IFNα is able to persist as an episome in the cytoplasm of hepatocytes, releasing IFNα into the circulation for more than one month. The continuous expression of the cytokine in the circulation induces lethal hematological toxicity, as indicated by a decrease in white blood cells, red blood cells, and platelets. Interestingly, coadministration of an AAV vector encoding the apoA-I mimetic peptide L37pA prevented the lethal toxicity. The white blood cell levels were similar to those observed in mice treated with AAV-IFNα alone, probably due to the inhibition of lymphocyte egress from lymphoid organs mediated by the low but sustained levels of IFNα (30). However, the baseline levels of platelets and red blood cells were mostly preserved with the combined treatment. These results can be explained by the reduced IFNα levels observed in this experimental group compared to the mice treated with the AAV-IFNα alone. Thus, the dual AAV system is an exciting model to study the mechanisms that leads to the silencing of the AAV vector and to study the antiviral responses orchestrated by IFNα. 

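The list of antiviral genes induced by type I interferon was not higher in the combination than with AAV-IFNα. Of 40 type I interferon-stimulated genes, limma called 0 higher in the combination (0 at an unadjusted p under 0.05) and 6 lower (12 when adjusted over the list alone), with a median log2 fold change of -0.34 (camera adjusted p = 8.4e-12, and adjusted p = 0.13 with an estimated correlation). The named genes higher in the combination than in both other groups were Sult2a7, Gria3 and Sulf2. Sult2a7, a sulfotransferase, had a log2 value of 5.99 ± 0.59 (SD, n = 3) in the combination, higher than with AAV-IFNα (adjusted p = 0.00026, limma), where it lay at 3.55 ± 0.24 (SD, n = 3), and it was 3.49 in Mock, both under the filter value of 5, so that no fold is given. Gria3, a glutamate receptor subunit, was higher by 2.25 (adjusted p = 0.00071) and Sulf2, which trims heparan sulfate, by 0.83 (adjusted p = 0.0093).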

Our genomic and proteomic analysis did not identify any potential antiviral pathway that was enhanced by the AAV combination but revealed an anti-inflammatory program that counteracts the IFNα-activated pathways. While most of the genes and proteins remained unaltered, genes and proteins of specific inflammatory pathways were downregulated. These data are consistent with reports that have found an association between chronic activation of the interferon-alpha system and a dampened antiviral function and defective T cell responses. This was first demonstrated in non-human primates infected with simian immunodeficiency virus. 

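Chemokines and acute phase genes were among those lower in the combination than with AAV-IFNα. Between the treated groups, 14333 of 14715 probe sets were not called, which does not show that they were equal, since 19.4% of simulated changes of 0.5 on the log2 scale were found. Of the 1655 probe sets raised by AAV-IFNα, 1338 were not called lower in the combination, and of the 600 raised by a log2 fold change of at least 1, 255 were lower. Of 13 chemokine ligands, 5 were lower (7 when adjusted over the list alone), with a median log2 fold change of -0.44 (camera adjusted p = 5.1e-06, and adjusted p = 0.087 with an estimated correlation). Ccl3, which draws macrophages and NK cells, went from 7.25 ± 0.51 (SD, n = 3) with AAV-IFNα to 5.24 ± 0.32 (SD, n = 3), a log2 fold change of -2.01 (standard error 0.22, adjusted p = 0.00051, limma), and Ccl2, which draws monocytes, changed by -1.25 (adjusted p = 0.0018). Of 21 acute phase genes, 5 were lower (6 when adjusted over the list alone), with a median of -0.28 (camera adjusted p = 6.2e-07), among them the iron-binding Lcn2 at -1.93 (adjusted p = 0.0039). The study shows 3 of the 13 chemokine ligands and 3 of the 21 acute phase genes in Fig. 3, and picked them on these arrays. From its genomic and proteomic analysis, the paper concludes that the AAV combination carries an anti-inflammatory program that counteracts pathways activated by IFNα.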

Non-pathogenic infection was associated with lower type I interferon signaling, while pathogenic infection progressing to AIDS was characterized by a higher type I interferon signature (31). The direct demonstration that blockade of type I interferon signaling improved the control of a viral infection was made in a mouse model of chronic lymphocytic choriomeningitis virus infection. It was shown that reduced type I interferon enhanced antiviral immunity, reduced inflammation, and decreased IL-10 and PD-L1 in myeloid cells (32–34). More recently, Lercher et al. reported that IFNα acting on hepatocytes suppresses the urea cycle, generating a microenvironment deficient in arginine and ornithine that dampens antiviral T lymphocytes (35). All in all, L37pA may enhance the antiviral activity of IFNα and the silencing of the AAV by partially abrogating the transcriptional program of this cytokine.

L37pA has been shown to interact with the scavenger class B type I receptors (SR-B1) (36). Binding of L37pA to SR-B1 leads to the peptide’s internalization and blocks the uptake of another SR-B1 ligand, such as lipopolysaccharide. 

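PPARα drives fatty acid oxidation in hepatocytes, and PPARγ acts in macrophages and fat storage. By camera with its preset correlation, targets of PPARα were higher in the combination than with AAV-IFNα, whereas the median of the PPARγ targets was lower. The arrays were taken 15 days after injection. Of 32 PPARα targets, 2 were higher and 1 lower than with AAV-IFNα (3 and 1 when adjusted over the list alone), with a median log2 fold change of 0.30 (camera adjusted p = 2.0e-07, and adjusted p = 0.37 with an estimated correlation), or 0.12 without combination replicate 1. Against Mock their median in the combination was -0.13 (camera adjusted p = 0.093), and the list was called lower without Mock replicate 2 (-0.35, adjusted p = 7.2e-05), without combination replicate 1 (-0.39, adjusted p = 1.4e-06), with array weights (-0.31, adjusted p = 0.00031), with another quantile normalization (-0.24, adjusted p = 0.020), with a filter above 6 (-0.12, adjusted p = 0.031) and in 1 further setting. Of 6 PPARγ targets, 1 was lower than with AAV-IFNα (2 when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.090), and the list was called lower with a filter above 6 (-0.38, adjusted p = 0.017), without combination replicate 3 (-0.16, adjusted p = 0.044) and by fry (adjusted p = 0.038). That gene, Fabp4, a fatty acid carrier of macrophages, changed by -1.36 (adjusted p = 0.023), and its call ended without AAV-IFNα replicate 1 (-1.10, adjusted p = 0.11) and without combination replicate 1 (-1.05, adjusted p = 0.095) or 2 (-1.49, adjusted p = 0.052). The receptor genes did not pass the test between the treated groups, with differences of 0.30 for Ppara (standard error 0.18, adjusted p = 0.62, limma), -0.30 for Pparg (adjusted p = 0.51) and 0.19 for Rxra (adjusted p = 0.72).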

Here, we show that long-term expression leads to the activation of several pathways mediated by nuclear receptors such as liver X receptor/retinoid X receptor (LXR/RXR) and peroxisome proliferator-activated receptor-gamma (PPAR) α/γ. Both nuclear receptors are essential ligand-activated receptors that regulate lipid metabolism in cells. LXR/RXR is activated by oxidized cholesterol and induces the expression of genes involved in cholesterol cell homeostasis (37). PPARα is activated by fatty acids and is essential for lipid metabolism but also exerts anti-inflammatory activities. Activation of LXR has been shown to activate the transcription of SR-B1 (38) and to reduce SR-B1 surface levels (39). PPARγ ligands also enhance both mRNA and protein levels of SR-B1 (40). However, an effect of an SR-B1 ligand on LXR or PPAR has not been previously reported. Therefore, further studies are required to establish a link between L37pA and these nuclear receptors and whether endogenous SR-B1 ligand may modulate the activity of IFNα in chronic infections. Recently, PPARγ agonists have been shown to exert an antiviral activity in a mouse model of HIV (41) and a growing body of literature has shown the interplay between the lipid metabolism and the interferon response. Lipid droplets, the major lipid storage organelles in the steady-state, are transformed in innate immune hubs that accumulate interferon-inducible proteins upon bacterial or danger signal exposure (42). One of these interferon-induced proteins is cholesterol-25-hydroxylase. This enzyme converts cholesterol to the oxysterol 25-hydroxycholesterol, promoting the cholesterol esterification for storage in lipid droplets. This process leads to a decrease in the accessible pool of cholesterol in the plasma membrane, rendering cells resistant to cholesterol-dependent cytolysins and cell-to-cell bacteria spread (43, 44). Oxysterols also induce the anti-inflammatory responses mediated by PPARγ (45) and LXR. In this case, a negative bidirectional negative crosstalk between the IFNγ signaling and LXR has been characterized (46). Our results support the relevance of the crosstalk between lipid metabolism and the IFNα. 

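Antiviral genes kept a larger share of their induction in the combination than interferon-γ-inducible genes did. The share of the AAV-IFNα induction still present in the combination was measured as the ratio of the median log2 fold changes over Mock. It was 83.6% for the type I list and 56.1% for the interferon-γ list. Single combination mice, set against the Mock means and the same AAV-IFNα median, gave 79.2% to 89.5% for the type I list (SD 5.58, n = 3). For the interferon-γ list they gave 51.2% to 56.4% (SD 2.69, n = 3). These spreads leave out the variation between Mock mice and between AAV-IFNα mice. The type I list was itself lower than with AAV-IFNα, with 6 of 40 genes called lower (12 when adjusted over the list alone), 35 below it and a median of -0.34 (camera adjusted p = 8.4e-12, and adjusted p = 0.13 with an estimated correlation). Over Mock, 16 of 18 interferon-γ-inducible genes rose in the combination (17 when adjusted over the list alone), with a median log2 fold change of 1.80 (camera adjusted p = 3.7e-28). Tgtp2 was higher in the combination than in Mock by 3.47 (standard error 0.15, adjusted p = 1.4e-08, limma) and lower than with AAV-IFNα by -1.45 (adjusted p = 0.00026). Of the 317 probe sets raised by AAV-IFNα and lower in the combination, 122 were still above Mock.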

Intriguingly, the apoA-I mimetic peptides do not induce a total shutdown of the IFN-mediated transcriptional program. The expression of some interferon-stimulated genes is maintained and may be critical for the fine-tune modulation of the IFN response. This is the case of the ubiquitin-like protein ISG15. 

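Irf7 encodes the transcription factor that amplifies type I interferon, and Tlr3 a receptor for double-stranded RNA. Both were raised in the combination over Mock. Irf7 had a log2 value of 7.90 ± 0.10 (SD, n = 3) in Mock, 11.06 ± 0.16 (SD, n = 3) with AAV-IFNα and 10.94 ± 0.06 (SD, n = 3) in the combination, 3.04 above Mock (standard error 0.13, adjusted p = 1.3e-08, limma) and -0.12 from AAV-IFNα (adjusted p = 0.82). Tlr3 was 1.52 above Mock in the combination (standard error 0.18, adjusted p = 0.00022) and -0.53 from AAV-IFNα (adjusted p = 0.21). A difference that misses the threshold does not show that the treated groups were equal.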

In humans, these proteins have been described as a key negative regulator of the type I IFN-mediated autoinflammation by promoting the accumulation of the negative regulator USP18 (47). In the context of AAV gene therapy, the activation of this SR-B1-mediated signaling by endogenous ligands may be a novel mechanism that mediates AAV silencing in some patients, which could be pharmacologically interfered with. Alternatively, the control of excessive inflammation to promote effective antiviral responses with apoA-I mimetic peptides may be a new application for those peptides currently in clinical trials.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The data presented in the study are deposited in the GEO repository, accession number GSE162764 and in the Proteomexchange repository, accession number PXD023281.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee for Animal Testing of the University of Navarra.

## Author Contributions

MF-S and PB designed the experiments. MF-S, CAD-T, AB, MV, NA, and CG performed the experiments and processed the samples. SC and FC performed the proteomic analysis. PB performed all the statistical analyses. MF-S, FA, and PB analyzed the data. MF-S and PB wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the Instituto de Salud Carlos III (PI16/00668, PI19/01128, PI20/00002) cofinanced by Fondos Feder Gobierno de Navarra Proyecto LINTERNA Ref.: 0011-1411-2020-000075 and Joint Translational Call for Proposals 2015 (JTC 2015) TRANSCAN-2 (code: TRS-2016-00000371). This project has received funding from the European Union’s Horizon 2020 research and innovation programme under the Marie Skłodowska-Curie grant agreement No 765394. FA receives a Miguel Servet I (CP19/00114) contract from ISCIII (Instituto de Salud Carlos III) co-financed by FSE (Fondo Social Europeo). AB is recipients of PFIS fellowship from ISCIII (FI20/00058), and MF-S is recipients for a fellowship of the Aid Program Assigned to Projects from the University of Navarra. The Proteomics Unit belongs to ProteoRed, PRB3-ISCIII, supported by grant PT17/0019/0001 (FC). Comunidad de Madrid Grant B2017/BMD-3817 (FC).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

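Liver RNA of 9 mice was measured 15 days after injection, on 1 array per mouse, in 3 groups of 3: non-injected mice (Mock), mice treated with AAV-IFNα and mice treated with the AAV combination. The deposited table holds log2 values that the authors made by background correction, normalization and summary into probe sets with the RMA algorithm, as their methods state. Read on the log2 scale, the filter of the methods on low values had not been applied to the table, since 14715 of its 22142 probe sets pass it. Read on the linear scale all of them pass, so the table does not tell whether that reading had been applied. The condition of each array was taken from its sample title. Replicate numbers of different groups were not treated as pairs.

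Probe sets with a value above 5 in at least 2 samples of 1 condition were tested with limma 3.58.1 in R 4.3.3, with 1 fit over all 9 arrays, 6 residual degrees of freedom and 6.91 prior degrees of freedom. The tests were two-sided, with Benjamini-Hochberg adjustment over the probe sets tested, and a call is an adjusted p under 0.05. The B-statistic used limma's prior proportion of 0.01. A gene with several probe sets was represented by the one with the highest mean over all arrays. The genes named are the 8 higher and 8 lower with the largest log2 fold change in each comparison among those called with no overlap between the groups, the genes the paper names, up to 4 members with the smallest p in each list, and genes legible in the heat maps of Fig. 3.

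Of 32 lists of genes with 531 genes in all, 31 had at least 3 measured members and were compared with all other genes by limma's camera with a correlation of 0.01 between genes. Camera with an estimated correlation and limma's fry were run beside it. The exact binomial intervals cover 95% and treat probe sets as independent, which they are not. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. With 3 arrays against 3, an exact two-sided test cannot go below p = 0.10, so adjusted p-values come from limma's model across all probe sets. Permutation tests over the genes of lists used random regroupings of genes with a fixed seed. They treat genes as independent, which they are not, and do not measure the spread between mice.

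The alternatives were no filter, a filter above 6, a trended and robust prior, a fit of only the groups compared, the replicate number as a block, another quantile normalization, arrays centred on their median, array weights, 1 probe set per gene, a minimum fold change, an estimated prior proportion for the B-statistic, and leaving out each array in turn. A filter read on the linear scale was added after the values were seen. The method was tested on simulated arrays, drawn around the mean of each probe set with independent noise, to which known changes were added. These arrays hold no correlation between genes. The pathway scores of Ingenuity Pathway Analysis, the RT-qPCR, the proteomic and the histological data were not analysed here. Probe sets without a gene symbol in the platform annotation were tested but are not named.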

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

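The rule that picked the lists given here and the tests on single cell types were chosen after the results were seen, and the other tests were set before.

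Several lists that are not among the pathways the paper's text names for its arrays were called by camera with its preset correlation both in AAV-IFNα against Mock and in the combination against AAV-IFNα, although the paper discusses IFNγ and T cells from other data and measured the chemokines Cxcl9 and Cxcl10. With an estimated correlation, the interferon-γ and acute phase lists were called in both comparisons, MHC class I presentation in the first only, and the others in neither. The T cell list against Mock was also not called by fry (adjusted p = 0.060), with a filter above 6 (-0.029, adjusted p = 0.58), without AAV-IFNα replicate 1 (0.22, adjusted p = 0.19) or 3 (0.33, adjusted p = 0.085) and without Mock replicate 2 (0.22, adjusted p = 0.11), and the proliferation list against Mock not with a filter above 6 (0.16, adjusted p = 0.14). Between the treated groups the median log2 fold change was -1.24 for interferon-γ-inducible genes, -0.41 for MHC class I presentation, -1.84 for MHC class II presentation, -0.49 for T cell markers, -1.20 for monocyte markers, -0.44 for chemokine ligands, -0.28 for the acute phase response and -0.33 for proliferation. Growth hormone and STAT5 genes went the other way, at 0.73. The study shows 8 of the 18 interferon-γ-inducible genes, 3 of the 8 monocyte markers and 3 of the 13 chemokine ligands in Fig. 3, and picked them on these arrays. The pooled T cell, NK cell and monocyte markers are 32 genes, of which 24 lie above 5 in Mock livers and 5 are shown in Fig. 3. The most abundant monocyte marker, Plac8, had log2 values of 7.59 ± 0.09 in Mock, 9.84 ± 0.60 with AAV-IFNα and 8.67 ± 0.01 in the combination (SD, n = 3).

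For the interferon-γ list, 1 AAV-IFNα mouse with a stronger response is argued against, since the list kept at least 94.0% of its median without any 1 of them. Without AAV-IFNα replicate 1, however, the pattern recognition receptors went from -0.70 to -0.46 and the Th1 list from -0.22 to -0.12 (camera adjusted p = 0.13). The changed probe sets went from 382 to 154. The larger of the median shifts of all probe sets and of housekeeping genes was 3.92% of that of the interferon-γ list. The values had been normalized across arrays, which removes such shifts, so this cannot decide whether whole arrays differed. Against Mock the housekeeping list was not flat. In the combination it had a median of 0.22 and was called higher by camera (adjusted p = 0.047, and 0.62 with an estimated correlation). With AAV-IFNα its median was 0.37, not called by camera (adjusted p = 0.093) but called higher by fry (adjusted p = 0.019). A weaker interferon signal acting on all genes by the same share is argued against. Type I genes kept 26.3 percentage points more of their induction than interferon-γ-inducible genes (medians of the shares of single genes, 86.8% and 60.5%). The permutation p of 1e-05, the smallest the permutations give, treats genes as independent, which they are not. The other permutation p-values here do so too. By the ratio of medians, single combination mice kept 79.2% to 89.5% for the type I list and 51.2% to 56.4% for the interferon-γ list. Genes that respond differently to the dose of interferon stay open. Fewer immune cells in the liver also stay open, although the interferon-γ list fell further than the pooled markers of T cells, NK cells and monocytes (difference -0.51, permutation p = 0.00515), which met the bound set in advance against this explanation. That bound was wrong, because pooling hid that the monocyte markers alone fell about as far as the list (difference -0.039, permutation p = 0.882). The difference was -0.41 for NK cells (permutation p = 0.098) and -0.76 for T cells (permutation p = 0.00154), but the T cell markers did not lie above Mock in the combination (median -0.13) and had little room to fall further, so that fewer T cells stay open as well.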

How the results depend on the processing

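The filter read on the linear scale was chosen after the result was seen, and all other alternatives were set before. Of the named genes called for AAV-IFNα against Mock, 100 of 119 kept their call in every setting that tested them. For the combination these were 48 of 73 against Mock and 34 of 71 against AAV-IFNα. None called changed direction in those settings. A gene that a setting left out counts as kept there, and the filter above 6 tested only 112, 72 and 62 of these called genes. Of the list calls, 15 of 17, 8 of 11 and 16 of 18 were kept in every setting apart from the other list tests. With an estimated correlation 6, 3 and 3 lists were called, and fry called 6 of the lists of the combination against Mock.

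On leaving out 1 mouse, changed probe sets ranged from 1495 to 2424 for AAV-IFNα against Mock, from 322 to 817 for the combination against Mock and from 154 to 496 for the combination against AAV-IFNα, and those with B above 0 in the last from 156 to 332. The lowest came without AAV-IFNα replicate 1 in the first and last and without combination replicate 3 in the second. The percent of calls that rose ranged from 68.4 to 74.5, from 80.3 to 91.9 and from 10.1 to 16.5. For the interferon-γ-inducible list, the share of the AAV-IFNα induction kept ranged from 53.3% to 58.0%.

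A minimum log2 fold change of 1 left 671, 247 and 189 probe sets, and 89.4% and 96.0% of those against Mock rose. An estimated prior proportion gave 5743, 3403 and 810 probe sets with B above 0. Of these, 3137, 1994 and 171 were higher and 2606, 1409 and 639 lower, a more even balance against Mock than at the default proportion. Array weights called 1176 for the combination against Mock, 75.2% of them rising. Another quantile normalization lowered the share that rose to 54.5% for AAV-IFNα and 73.3% for the combination against Mock, whereas centring gave 71.9% and 87.7%, the filter above 6 gave 71.3% and the fit of only the 2 groups 72.5% for AAV-IFNα. Apart from the fold threshold, which keeps fewer probe sets, the cause was not tested.

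Values near 0 that were not called changed sign. With centring these were Apoa1 between the treated groups (0.011), and Itgam (0.030) and Rplp0 (0.017) in the combination against Mock. With another quantile normalization they were Itgam (0.079) and Rxra (-0.12) in the combination and Scarb1 (-0.065) with AAV-IFNα against Mock, and with array weights Rxra (-0.064). The test of the LXR/RXR targets with AAV-IFNα changed direction under no filter and under fry at an unchanged median of 0.027, as did the urea cycle list under no filter at 0.0018. The Th1 list of the combination against Mock did so with a replicate block, at -0.073. The cause was not tested.

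On leaving out 1 mouse, Apoa1 ranged from -0.11 to 0.066, Ifnar1 from -0.10 to 0.074, Rplp0 from -0.0028 to 0.13 and the LXR/RXR median from -0.082 to 0.069 between the treated groups. In AAV-IFNα against Mock, Ppara ranged from -0.26 to 0.061, Scarb1 from -0.11 to 0.23, the LXR/RXR median from -0.034 to 0.094 and the urea cycle median from -0.053 to 0.099. In the combination against Mock, Itgam ranged from -0.16 to 0.22, Rplp0 from -0.068 to 0.024, Rxra from -0.099 to 0.13, Scarb1 from -0.010 to 0.34, the Th1 median from -0.10 to -0.0077 and the urea cycle median from 0.0046 to 0.23.

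Arrays correlated best with their own replicate number in 8 of 18 comparisons, each with 3 numbers to choose from. This is too few to tell whether replicate numbers pair the mice. A replicate block called 2389, 832 and 430 probe sets. Probe sets below the filter value were not tested, so genes with a weak signal over background are not covered.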

Differences from the paper's values

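The paper's number of probe sets kept by the filter is 22143, and the same criterion on the deposited log2 values kept 14715. Of the alternatives set before the data were examined, no filter kept 22142, which is the paper's value but for 1 probe set, and the others did not reach it, with 11094 for a filter above 6, 13247 for 1 probe set per gene and 14516 to 14681 on leaving out 1 array. A filter read on the linear scale, chosen after seeing the values, also kept 22142.

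The paper's number of genes with a B-statistic above 0 between the combination and AAV-IFNα is 18166, and it was 262 probe sets here. No alternative reached the paper's value. The highest count was 810 with an estimated prior proportion, and the others lay between 156 and 340.

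The paper states that LXR/RXR and PPARγ pathways were activated in the combination. It draws this from its proteomic data as well, which were not analysed here. There it reports the LXR/RXR and PPARα/RXRα pathways as upregulated and infers activation of PPARα/γ. On the arrays, the LXR/RXR targets had a median log2 fold change of -0.01 (camera adjusted p = 0.79) and the PPARγ targets one of -0.21 (camera adjusted p = 0.090) against AAV-IFNα, the latter called lower with a filter above 6 (-0.38, adjusted p = 0.017), without combination replicate 3 (-0.16, adjusted p = 0.044) and by fry (adjusted p = 0.038). These lists are not the genes from which the paper derives the pathways. Of 15 genes legible in Fig. 3E, shown for its pathways with a positive score and chosen on these arrays, 14 were lower than with AAV-IFNα and 1 higher, and of the 5 genes of Fig. 3F with a named probe set, which it took to predict the activation, 4 were called lower, as it states. The PPARα targets, at 0.30 (camera adjusted p = 2.0e-07, adjusted p = 0.37 with an estimated correlation and 0.32 by fry, and a median of 0.12 without combination replicate 1), were higher by camera with its preset correlation, which is the paper's direction. The paper also states an anti-oxidative activity, and the antioxidant list had a median of -0.16 (camera adjusted p = 0.19), called lower with another quantile normalization (-0.15, adjusted p = 0.038). In its proteomic data the paper reports that the NRF2 response was repressed, which is the direction of this median. The paper's pathway scores come from another method, which was not used here.

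By RT-qPCR the paper states that the genes of Fig. 3F were in the combination similar to non-injected mice. Its values are on a linear scale and were compared by ANOVA, whereas the array values are log2 and were tested by limma. Of the 5 with a named probe set on the arrays, Gbp2, Cxcl9 and Cxcl10 were above Mock in the combination, by log2 fold changes of 1.41, 1.62 and 1.71. Itgam at -0.01 (adjusted p = 0.99) and Ccr2 at 0.78 (adjusted p = 0.23) were not called. The paper states that the combination was much lower than AAV-IFNα, and this was called for Gbp2, Cxcl9, Cxcl10 and Itgam, the last with -1.25 (adjusted p = 0.021), a call that ended without AAV-IFNα replicate 1 (-0.93, adjusted p = 0.067) and without combination replicate 1 (-1.36, adjusted p = 0.052), 2 (-1.20, adjusted p = 0.093) or 3 (-1.19, adjusted p = 0.077). Ccr2 at -1.24 was not called (adjusted p = 0.12) but was without AAV-IFNα replicate 3 (-1.80, adjusted p = 0.00084).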

Other observations

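The simulation of arrays that share their controls was not among the tests planned at the start, and the other tests in this part were. Beyond the interferon response, AAV-IFNα raised acute phase genes, with 13 of 21 higher than in Mock (14 when adjusted over the list alone), a median log2 fold change of 0.67 (camera adjusted p = 2.3e-07). Genes of resident macrophages also rose, with 6 of 12 Kupffer cell markers higher and 1 lower (9 and 1 when adjusted over the list alone), a median of 0.84 (camera adjusted p = 3.0e-05, and adjusted p = 0.13 with an estimated correlation). Marco, a scavenger receptor, rose by 2.86 (adjusted p = 3.0e-05). Kupffer cell markers had a median of -0.40 between the treated groups (camera adjusted p = 0.058).

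Of 4 metabolic lists, 3 were higher in the combination than with AAV-IFNα by camera with its preset correlation, and none with an estimated correlation or by fry. Of 18 drug-metabolising cytochromes P450, 2 were higher (5 when adjusted over the list alone), with a median of 0.18 (camera adjusted p = 0.00058, and adjusted p = 0.15 with an estimated correlation). Of 14 genes of cholesterol synthesis 0 were called (2 higher when adjusted over the list alone), with a median of 0.36 (camera adjusted p = 3.9e-05, and adjusted p = 0.37 with an estimated correlation). Of 11 bile acid genes 0 were called (1 higher when adjusted over the list alone), with a median of 0.26 (camera adjusted p = 0.0057, and adjusted p = 0.34 with an estimated correlation), a call that ended without AAV-IFNα replicate 1 (0.14, adjusted p = 0.14) and without combination replicate 3 (0.16, adjusted p = 0.084). Of 8 urea cycle and arginine genes 1, Oat, was higher, by 1.15 (adjusted p = 0.0087), and the list had a median of 0.10 (camera adjusted p = 0.091), called higher without combination replicate 1 (0.19, adjusted p = 0.0034) and with array weights (0.15, adjusted p = 0.032).

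Lists of hepatocyte identity, cholangiocytes, endothelial cells, stellate cells, neutrophils, erythroid cells and megakaryocytes did not pass the camera test between the treated groups, with medians of 0.01, 0.15, 0.19, 1.8e-05, 0.02, 0.14 and 0.03. By fry the erythroid list was called higher in the combination (adjusted p = 0.014). Fry's test for change in either direction called the stellate cell and endothelial cell lists (adjusted p = 0.00011 and 0.0020).

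The counts of changed probe sets were compared with those of other splits of the same 6 arrays. The real splits called 2400, 767 and 382 probe sets for AAV-IFNα against Mock, the combination against Mock and the combination against AAV-IFNα, and the highest of the 9 other splits called 0, 3 and 0. With 10 splits in all, they are too few for a share under 0.05. Each other split also mixed mice of both groups, so a real difference adds to its spread and lowers its count. The size of the gap in counts therefore adds no support.

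Because both comparisons against Mock share the same 3 controls, they were also simulated with no treatment effect. The covariance of the changes was 0.162 against 0.0137 in 100 simulations.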
